A study of Mus musculus with 18 samples. Its data were reported in "CRISPR and biochemical screens identify MAZ as a cofactor in CTCF-mediated insulation at Hox clusters" (2022).

How the data were processed

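ChIP-seq with antibodies to CTCF and MAZ had been carried out on mouse ESCs and ESC-derived cervical MNs that were WT, Maz KO or carried the CTCF(Δ5|6:6|7) deletion, with Drosophila chromatin added as a spike-in. Some samples had been crosslinked with a second agent before formaldehyde, and the sources used here do not say which. The authors aligned the reads to mm10 with Bowtie2, removed duplicates and called narrow peaks with MACS for each sample, without pooling replicates. Their methods name an early MACS release together with macs2 default settings, and the layout of the deposited lists is that of macs2. It is not stated whether the input libraries served as control, and no scaling to the spike-in is stated for the lists. Each deposited list gives per peak a fold enrichment (a ratio at the summit over local background), the −log10 of the peak caller's p-value and q-value, and the position of the summit in bp from the peak's start. These values are the authors' own and depend on the depth of each library, so they were used only to describe, rank or filter peaks within a list. Shares of peaks carry 95% Wilson intervals, which cover counting error only. The input libraries, reads and coverage tracks were not analysed here.

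All 16 deposited lists were read as they were. Peaks on the mitochondrial genome were left out, 1 in each of the 4 CTCF lists of ESCs and in the Maz KO ESC MAZ list, and 2 in each of 2 MAZ lists of MNs, which left peaks on 21 chromosomes. Each list has 1 library behind it, and its length varied by far more than counting error between replicates (8008 and 39624 peaks for MAZ in WT ESCs), so the overlaps of MAZ with CTCF, of WT CTCF lists with those of the clones, of WT lists between cell types and of WT MAZ lists with those of the deletion line were also recomputed with lists of equal length. Positions are 1-based on mm10. Genes and start sites were those of protein-coding genes in the basic GENCODE annotation, release 21 for mouse (21827 genes), and sequence came from the GRCm38 assembly, which mm10 names.

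A peak of a list counted as shared when at least 1 bp overlapped a peak of another list. Chance overlap was the mean of 1000 rotations of all peaks along their own chromosomes with seed 11, and the one-sided p is the share of rotations at or above the observed value. This p concerns peak positions, not replicates. A promoter peak had its summit within 1 kb of a start site. Motifs were searched on both strands within 100 bp of the summit and in windows of the same size 1 kb to each side, GGGAGGG for MAZ and CCASYAGRKGGC with at most 1 mismatch for CTCF, and compared by exact McNemar tests over peaks. For the CTCF comparisons the peaks of the 4 libraries of a cell type were merged into sites, and the place of WT among the libraries was tested over its 16 arrangements in both cell types, and over the 4 that keep same-numbered clones together. Loss of CTCF at MAZ-bound peaks (a MAZ peak in either WT list) was compared with other peaks within 10 strata of WT −log10 p, with 100000 permutations of the MAZ-bound label within strata and standard errors from leaving out each chromosome. The MN and ESC differences were compared by flipping signs over chromosomes. Peaks are not independent replicates, and these tests describe the libraries at hand. For MAZ, each of the 3 libraries (2 WT and 1 mutant) of a cell type was taken as the odd one in turn, an exact test over 9 arrangements that was added after the values were seen and cannot give a p below 0.111. Gene lists were compared by Fisher's exact test with Benjamini-Hochberg adjustment over the 12 lists. The background was all protein-coding genes.

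The design, the gene lists, the tests, the alternatives and the rule for naming genes were fixed before the data were examined. By this rule the text may name every peak in the Hox clusters, members of the gene lists, the 10 genes with the best mean rank by −log10 p among MAZ promoters of both WT lists of a cell type, the 10 bound in both lists of one cell type and neither of the other, the 10 strongest WT CTCF peaks without a peak in any clone, the 10 best-ranked sites of all 3 clones without a WT peak, and up to 10 Maz KO MAZ peaks. A peak took the name of the nearest gene with a start site within 1 kb, and intergenic peaks are given with the nearest gene only as a landmark. Hox clusters were taken from the first to the last Hox gene with 10 kb on each side. The alternatives were a threshold of 5 on −log10 q, summits within 100 bp or 50% reciprocal overlap, equal list lengths, 20 strata, promoter windows of 500 bp and 2 kb, motif windows of 50 and 250 bp, MAZ peaks moved by 50 to 500 kb in place of rotations, MAZ-bound defined by both WT lists, Hox clusters without the margin, and leaving out each replicate. The closing section gives the values that changed and the number that did not.

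The numbers of the Maz KO replicates pair the ESC and MN libraries. The deposited CTCF lists carry the same clone name for the same number in both cell types, and the deviations of chromosome shares of peaks from the mean of the clones correlated between same-numbered libraries over 20 chromosomes, with Pearson r of 0.725, 0.819 and 0.419. Chromosomes are not independent replicates. The comparison of cell types over the clones was fitted without pairing, as fixed in advance, and repeated with it. The repeat did not cover the CTCF promoter share.

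Analyses used Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3, pysam 0.24.0 and matplotlib 3.10.9. The overlap, loss and site-merging code was tested on simulated data. A planted overlap of 20% of 20000 peaks was recovered as 20.4%, and counts were equal to those of BEDTools 2.31.1 (4074 and 4038). A planted loss difference of 3 points over 30000 peaks was recovered as 2.99, and with none planted 4% of 100 simulations fell below a p of 0.05. Of 4174 sites planted in all 4 lists, 4169 were recovered.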

Results

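Chromatin immunoprecipitation followed by sequencing (ChIP-seq) was used to map CTCF, the zinc-finger protein that binds insulator sites, and MAZ, the Myc-associated zinc-finger protein, in mouse embryonic stem cells (ESCs) and in the cervical motor neurons (MNs) derived from them with retinoic acid and a smoothened agonist. The cells carried fluorescent reporters at Hoxa5 and Hoxa7. Of the 18 samples, 16 had a peak list and 2 were input libraries without one. CTCF was mapped in 1 wild-type (WT) library and 3 Maz knock-out (KO) clones per cell type. MAZ was mapped in 2 WT libraries, 1 Maz KO library and 1 library of the CTCF(Δ5|6:6|7) line per cell type, a line in which the CTCF sites between Hoxa5, Hoxa6 and Hoxa7 are deleted. The CTCF lists of ESCs held 45724 peaks in WT and 43543 ± 4277 in Maz KO (SD, n = 3), with 44767, 38787 and 47075 peaks in the clones. The CTCF lists of MNs held 29926 peaks in WT and 41133, 27666 and 29158 in the clones. The MAZ lists of WT ESCs held 8008 and 39624 peaks in replicates 1 and 2, and those of WT MNs held 24402 and 24674. The line with the CTCF deletion gave 10398 MAZ peaks in ESCs and 23357 in MNs. Peaks were called for each sample on its own, and the fold enrichment and −log10 p of each peak are the authors' values, used here only to describe, rank or filter peaks within a list. Values of the WT CTCF, Maz KO MAZ and deletion-line libraries have no replicate. The number of reads per library is unknown, so depth was not measured.

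Binding of MAZ was nearly absent from the Maz KO lists of both cell types. Maz KO ESCs gave 92 MAZ peaks and Maz KO MNs gave 32. These covered 0.762% of the peaks of WT ESC replicate 1 (95% Wilson interval 0.594 to 0.977) and 0.154% of those of replicate 2 (0.120 to 0.198). In MNs they covered 0.00820% (0.00225 to 0.0299) and 0.0486% (0.0278 to 0.0850). Of the 92 ESC peaks, 77 overlapped a peak of either WT list and 37 lay within 1 kb of a transcription start site. The promoter of Kmt2a, which encodes a histone H3 lysine methyltransferase of the Trithorax group, was still called in Maz KO ESCs (chromosome 9, 44881295 to 44881611, mm10), with 19.3-fold enrichment. It was the strongest MAZ promoter in WT cells of both types. The promoter of Rab8b, a small GTPase gene, was called in Maz KO ESCs too (chromosome 9, 66920554 to 66920613, 14.3-fold). That peak was 60 bp wide, while the narrowest MAZ peaks of WT ESC replicates 1 and 2 were 135 and 217 bp. In Maz KO MNs, 17 of the 32 peaks overlapped either WT list and only 2 overlapped both. Chromosome 2 held 8 of the 32 and chromosome 9 held 12, with several close together near Gm10800 and near Gm10717. Only mitochondrial peaks were filtered out, and whether the residual calls are artefacts was not tested. The sequence GGGAGGG, given as the MAZ motif, lay within 100 bp of 29 of the 92 residual ESC summits (31.5%, interval 22.9 to 41.6) against 10.3% of windows 1 kb away (exact McNemar p = 0.000912, two-sided), and at 2 of the 32 residual MN summits. Taking each of the 3 MAZ libraries of a cell type as the odd one made 9 arrangements over both cell types, and Maz KO had the most extreme peak number of them (exact permutation p = 0.111, the smallest they can give, a test added after the values were seen). The Maz KO MN list of MAZ carries the same library number as the CTCF list of MN clone 3, so its label rests on its name and its 32 peaks.

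MAZ bound mainly at promoters of protein-coding genes in WT cells. In ESCs 53.2% ± 18.7 of peaks (SD, n = 2) had their summit within 1 kb of a start site, 66.4% in the shorter list and 40.0% in the longer one. In MNs the share was 58.4% ± 1.07 (SD, n = 2). Rotating the peaks along their chromosomes placed 2.18% to 2.22% of them at promoters, and each list exceeded all 1000 rotations (permutation p = 0.001 in every list, one-sided, the smallest they can give). The strongest MAZ promoter in each of the 4 WT lists was that of Kmt2a (chromosome 9, gene at 44803355 to 44881296), with 43.6-fold and 74.6-fold enrichment in ESCs and 80.3-fold and 119-fold in MNs. Next in ESCs were Fam8a1, Phip, which encodes a bromodomain protein, and Asxl1, a gene of the Polycomb deubiquitinase complex (peak at chromosome 2, 153346460 to 153346770, 17.5-fold and 48.2-fold). They were followed by the sialyltransferase gene St3gal2, the chaperonin genes Hspd1 and Hspe1, which share 1 promoter (chromosome 1, 55087628 to 55088246), Socs2, Zfp651 and Fabp3. In MNs the order was Kmt2a, the importin-family gene Ranbp6, St3gal2, 9930021J03Rik, Hspd1, Phip, Hspe1, Fam8a1, the ubiquitin-ligase gene Fbxw7 and Ormdl2. Kmt2a, Fam8a1, Hspd1, Hspe1, Phip and St3gal2 stood among the first 10 in both cell types. GGGAGGG occurred within 100 bp of 34.2% ± 6.53 of MAZ summits in ESCs and 31.8% ± 2.14 in MNs (SD, n = 2), against 12.1% and 11.5% of flanking windows in ESCs and 11.2% and 11.4% in MNs. Exact McNemar tests gave p = 1e-300, the floor of the calculation, in each list.

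Many promoters were bound by MAZ in ESCs and MNs alike. Of 21827 protein-coding genes, 4668 carried a MAZ promoter peak in both ESC lists, 10667 in both MN lists and 4431 in all 4. A further 656 genes carried one in both MN lists and neither ESC list, and 77 the reverse. Peaks of ESC replicate 1 were found again in MNs at 72.2% and 78.2%, and those of the longer replicate 2 at 36.7% and 45.5%. Peaks of MN replicate 1 were found at 21.7% and 67.6% in ESC replicates 1 and 2. Within a cell type the replicates shared 89.2% and 15.7% in ESCs, and 75.9% and 64.6% in MNs. The ESC replicates differ in length (8008 and 39624 peaks), so their wide range cannot show that the cell types are alike. Of the shares between cell types given here, 21.7%, 36.7% and 45.5% lay below both MN values, and 67.6%, 72.2% and 78.2% did not. These shares depend on list length too. The genes bound in ESCs and not in MNs included Pou5f1 (chromosome 17, peak at 35505849 to 35506160, 9.91-fold and 13.9-fold) and Nanog (chromosome 6, 122707211 to 122707626, 8.86-fold and 10.7-fold), core transcription factors of pluripotency. They also included Lpar5, Dlx1, Slc6a16, Hoxc11, the signalling gene Bmp4, Sox18, Laptm5 and Mmd2. Such genes had a promoter peak in neither MN list, but at the Hoxc11 site a peak was called in MN replicate 1 (5.93-fold). Those bound in MNs and not in ESCs were led by Coasy, which encodes coenzyme A synthase (chromosome 11, 101082245 to 101082876, 16.3-fold and 20.99-fold), Pdia4, an endoplasmic reticulum disulfide isomerase gene, and the phosphatase gene Ptpn12. Mthfd2l, Rtf2, Emc2, Smim4, Mphosph6, Uvssa and Borcs5 followed.

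By gene group, where only means promoter peaks in both WT lists of that cell type and in neither of the other, MAZ promoter peaks were present in both ESC lists at 12 of 20 pluripotency genes, such as Klf2, Klf4, Klf5 and Esrrb, and 8 of the 20 were bound in all 4 lists. Of 25 genes of motor neurons and their progenitors, 11 were bound in both ESC lists and 21 in both MN lists. Mnx1, Chat and Foxp1 carried a peak in all 4 lists, and Ebf1 in the MN lists only. Of 15 neuronal genes, 5 were bound in all 4 lists, among them Tubb3 and Map2, and the splicing factor gene Celf3 in MNs only. The retinoic acid and hedgehog response list had 6 of 21 genes bound in both ESC lists and 17 in both MN lists, with Rara and Gli2 bound in all 4. Among 17 genes of cohesin and loop factors, 11 were bound in all 4 lists, including Rad21, Ctcf and Maz itself, and Smc1a in MNs only. Among 25 Polycomb and Trithorax genes, 13 were bound in all 4 lists, such as Ezh2, Suz12 and Eed. Myc and Mycn were bound in all 4 lists, and Ccnd2 in MNs only. Of markers of other lineages, 3 of 10 endoderm genes, such as Gata4, 1 of 13 mesoderm genes, Eomes, and 1 of 15 genes of glia and other neural types, Gad1, were bound in all 4 lists. In these groups the mesoderm gene T was bound in ESCs only and Olig1 in MNs only. Of 14 imprinted and clustered CTCF targets, 4 were bound in all 4 lists, including Igf2 and Cdkn1c. None of the 12 lists differed from other genes in the share bound in both MN lists and neither ESC list (Fisher's exact test, two-sided, adjusted over the 12 lists with the Benjamini-Hochberg method), and 0 did so at an unadjusted p under 0.05. When only peaks with −log10 q of at least 5 were kept, 1 list passed. It was the neuronal list, with Celf3, Elavl4, Gap43 and Snap25 past that threshold in both MN lists and neither ESC list, 26.7% of 15 genes against 4.36% of other genes (Fisher's exact test, adjusted p = 0.0407). Without the threshold Snap25 had a peak in all 4 lists, Elavl4 and Gap43 had one in ESC replicate 2, and of these genes Celf3 alone had no promoter peak in ESCs.

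The overlap of MAZ with CTCF addresses whether MAZ lies at insulator sites. In WT ESCs 14.8% and 11.97% of MAZ peaks shared at least 1 bp with a CTCF peak (13.4% ± 1.99, SD, n = 2), and in WT MNs 20.3% and 19.6% did so (19.97% ± 0.517, SD, n = 2). Rotated peaks gave 0.949% and 1.48% in ESCs and 0.731% and 0.973% in MNs, and each observed share exceeded all 1000 rotations (permutation p = 0.001 in every list, one-sided, the smallest they can give). From the side of CTCF, 2.56% and 10.4% of WT ESC peaks held a MAZ peak of replicates 1 and 2. In WT MNs 16.8% did so with each replicate taken alone. Requiring 50% of each peak to overlap lowered the MAZ share to 4.98% ± 3.46 in ESCs and 7.83% ± 4.28 in MNs (SD, n = 2). Summits within 100 bp gave 6.56% ± 5.35 and 10.3% ± 4.97, so that the replicates lay far apart under both rules. With the MAZ and CTCF lists of ESCs all cut to 8008 peaks the share was 6.76%. With those of MNs cut to 24402 peaks it was 16.8%.

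**Figure D1:**
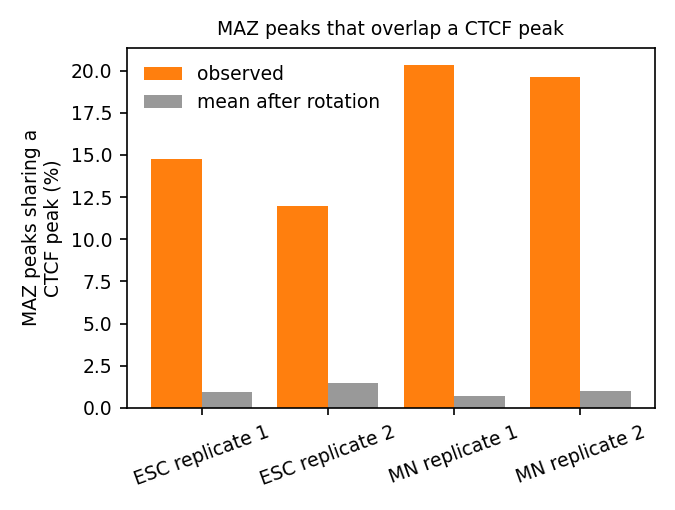
Share of MAZ peaks that overlap a CTCF peak in each WT library (orange bars, percent) and the mean share after 1000 rotations of the peaks along their chromosomes (grey bars). The observed shares lie between 11.97% and 20.3%, and the rotated shares between 0.731% and 1.48%.

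Loss of MAZ left most CTCF peaks of WT cells in place. Whether a peak is called, in lists with no stated scaling to the spike-in, cannot show or exclude a slight drop in binding at kept sites. In ESCs the 3 clones kept 84.7% ± 4.67 of WT CTCF peaks (SD, n = 3) and in MNs 87.9% ± 7.81 (SD, n = 3). A pair of Maz KO clones shared 77.9% to 94.6% of peaks in ESCs and 65.1% to 97.3% in MNs, so the shares between WT and KO lay within the spread between clones. In ESCs 2853 WT sites were found in no clone and 861 sites in all 3 clones but not in WT. In MNs the numbers were 786 and 1263. Taken as the odd library in turn, the clones had 2735, 673 and 3711 sites of their own in ESCs and 8293, 537 and 691 in MNs. The place of WT among the libraries gave an exact permutation p of 0.8125 over both cell types (16 arrangements, two-sided). No p below 1 in 16 is possible, so that this test cannot reach 0.05. With same-numbered clones kept as pairs the exact permutation p was 0.75 (4 arrangements, smallest possible 0.25). The number of CTCF peaks in Maz KO minus WT was −2181 in ESCs and 2726 in MNs, and 2 of 3 clones in each cell type were below WT. The mean over both cell types was 273 (exact permutation p = 0.9375, two-sided, 16 arrangements, and 0.75 with the pairs kept). Without clone 1 this number changed sign, to −2154, and the count of WT sites found in no MN clone went from 786 to 3052. Without clone 3 the ESC count went from 2853 to 4688. The share of CTCF peaks on chromosome 8 moved with the clone, at 5.97% and 6.05% in WT ESCs and MNs, 6.08% and 5.89% in clone 1, 5.17% and 5.16% in clone 2, and 5.30% and 5.199% in clone 3.

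The CTCF sites missing from all clones were weak ones. Of the 2853 ESC sites, 52.8% belonged to the weakest decile of WT peaks and 4 lay above the median −log10 p, and of the 786 MN sites, 63.2% and 0, with 1 at the median itself. The CTCF consensus CCASYAGRKGGC (1 mismatch allowed) occurred at 50.5% of the ESC sites against 66.6% of kept ones, and at 34.9% against 64.7% in MNs. The strongest ESC site without a peak in any clone lay in an intron of Ankrd12, an ankyrin repeat gene (chromosome 17, 66061300 to 66061514, 12.7-fold), followed by intergenic sites near Gmnc, Rsbn1l and Irf2. Others lay in introns of Gnaq, which encodes a G protein subunit, Tecpr2 and Edar, and at the promoters of Itpa (chromosome 2, 130667513 to 130667861) and Mynn (chromosome 3, 30602164 to 30602377), the latter bound by MAZ. In MNs the strongest was intergenic near Rmdn2 (chromosome 17, 79568505 to 79568715, 10.7-fold), and the MAZ-bound promoter of Wwc2, a regulator of Hippo signalling, was among the first 10 (chromosome 8, 47990325 to 47990553). Sites found in all 3 clones and not in WT included, in ESCs, an intergenic site near Sec16b (chromosome 1, 157745647 to 157745902, 13.5-fold), the promoter of Ovca2 and an intron of the proteasome gene Psmb7. In MNs they included an intergenic site near Znrf2 (chromosome 6, 54794440 to 54794676, 20.4-fold) and an intron of the nuclear pore gene Nup98 (chromosome 7, 102137485 to 102137795, 17.1-fold).

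Whether CTCF sites that MAZ also binds were lost more often than others was asked within deciles of WT peak strength. In MNs 3.33% of 6193 MAZ-bound CTCF peaks were found in no Maz KO clone, against 2.44% of other peaks, or 2.21% after weighting these to like strength. The difference was 1.11 percentage points (SE 0.241 over chromosomes, permutation p = 1e-05, two-sided, the smallest 100000 resamples can give). In ESCs 5.44% of 4871 MAZ-bound peaks were lost, below the 6.33% of others as counted but above their 4.89% at like strength, a difference of 0.554 points that did not pass (SE 0.326, permutation p = 0.0530, two-sided). The MN and ESC differences did not differ from each other, with a mean of 0.474 points over 20 chromosomes (permutation of signs over chromosomes, p = 0.210). Pooled over peaks, MN minus ESC was 0.559 points (SE 0.406). Against single clones the difference was −1.10, 2.07 and 1.26 points in ESCs and 0.995, 6.53 and 5.50 in MNs. From a clone to WT it was 2.69, −0.0347 and −0.561 in ESCs and −3.44, −4.21 and −4.31 in MNs. Between clones, which share the genotype, it ran from −2.16 to 3.52 points in ESCs and from −1.13 to 4.499 (SE 0.321) in MNs, the highest from clone 1 to clone 2. Away from promoters the MN difference was 0.571 points (SE 0.282, permutation p = 0.00815). The MN value turned to −0.670 at peaks within 1 kb of a start site (permutation p = 0.329) and to −0.117 when 50% of each peak had to overlap (permutation p = 0.614), while it was 1.548 with summits within 100 bp (permutation p = 1e-05), so the call depends on the class of peak and on the rule for overlap. With promoter location added to the strata, a choice made after seeing the data, the MN difference was −0.0738 points (SE 0.373, permutation p = 0.842) and the call ended, since among promoter peaks those without MAZ were lost at 5.27% at like strength (5.94% as counted) and those with it at 4.60%. The ESC value was then 0.465 (SE 0.482, permutation p = 0.217). Without clone 1 the MN difference was 5.02 points, and with lists of equal length 2.599 (permutation p = 1e-05, the smallest possible). In ESCs the split by promoter ran the other way, with 1.43 points within 1 kb of a start site (permutation p = 0.0599) and −0.261 away from it (permutation p = 0.446). The ESC value turned to −1.98 with lists of equal length (permutation p = 0.0258) and to −0.00109 without clone 3. With equal lengths, in both cell types, a peak counts as lost when the shortened clone lists lack it, even if the full lists hold it. Those values are thus not the same quantity. The ESC value passed the permutation test at 0.891 with 50% overlap (permutation p = 0.0436), but with an SE of 0.625 it was less than 2 SE. It also passed at 2.21 with summits within 100 bp (permutation p = 4e-05), at 1.404 with −log10 q of at least 5 and at 1.52 without clone 1 (permutation p = 1e-05 in both).

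**Figure D2:**
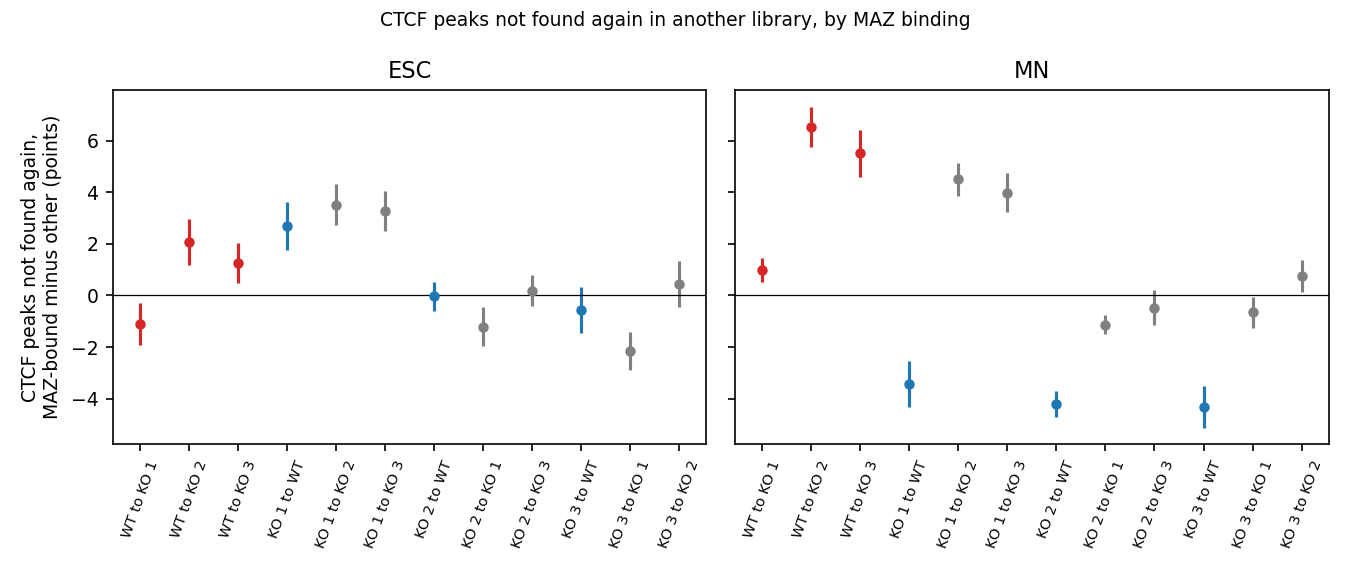
Difference in the share of CTCF peaks not found again in another library, MAZ-bound minus other peaks within deciles of strength (percentage points, bars are 2 SE over chromosomes), for every ordered pair of the 4 CTCF libraries in ESCs (left) and MNs (right). Red points go from WT to a Maz KO clone, blue from a clone to WT and grey between clones, where MN values reach 4.499.

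The CTCF maps of ESCs and MNs overlapped in large part. Of the 45724 WT ESC peaks, 57.9% (95% Wilson interval 57.5 to 58.4) were found in WT MNs, and 88.7% of WT MN peaks were found in WT ESCs. The share kept was 73.9%, 62.8% and 56.9% in the Maz KO clones. Over the Maz KO clones the CTCF lists held 43543 ± 4277 peaks in ESCs and 32652 ± 7382 in MNs (SD, n = 3). The mean number in MNs minus ESCs was −10891 (exact permutation p = 0.2, two-sided). This permutation of 3 against 3 libraries cannot give a p below 0.1, so that it cannot reach 0.05. With every list cut to the same length, 73.9% of WT ESC peaks were found in MNs. CTCF lay at promoters in 7.86% of WT ESC peaks (interval 7.62 to 8.11) and 14.01% of WT MN peaks (13.6 to 14.4), both above the 2.15% of rotated peaks (permutation p = 0.001, one-sided, the smallest 1000 rotations can give). With both WT CTCF lists at their 8008 strongest peaks the promoter share was 12.6% in ESCs and 16.7% in MNs, and at 24402 peaks it was 8.32% and 13.2%. The CTCF consensus lay within 100 bp of 65.6% of summits in WT ESCs and 64.0% in WT MNs, against 2.82% and 2.77% of flanking windows (exact McNemar p = 1e-300, the floor).

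The Hox clusters, which hold the homeobox genes that pattern the body axis, carried 48 CTCF sites and 246 MAZ sites, of which 256 in all had a WT peak. CTCF was called in all 8 lists at 25 of the 48 sites. Of 31 sites of WT ESCs, 28 were called in all 3 Maz KO clones and 1 in none, and of 29 sites of WT MNs, 27 were called in all 3 clones and 0 in none. In HoxA (chromosome 6, 52145590 to 52270880 with 10 kb on each side), 6 CTCF sites were present in all 8 lists. The site between Hoxa5 and Hoxa6 (52204413 to 52204878) had 20.3-fold to 32.9-fold enrichment and carried the motif CCAGCGGGTGGC on the minus strand at 52204659 to 52204670, within an intron span of the long Hoxa3 model. The site between Hoxa6 and Hoxa7 (52211565 to 52211958) had 20.6-fold to 24.6-fold enrichment and no match to the consensus. The site at the 5′ end of Hoxa7 (52221605 to 52222226) carried CCAGGAGATGGC at 52221809 to 52221820, and that in Hoxa10 (52240345 to 52240872) carried CCACGAGATGGC at 52240541 to 52240552, both on the minus strand. The remaining sites of the 6 lay between Hoxa11 and Hoxa13 (52256957 to 52257280) and beyond Hoxa13 (52270439 to 52270869). The site between Hoxa4 and Hoxa5 (52197230 to 52197654) was absent only from MN clone 2.

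**Figure D3:**
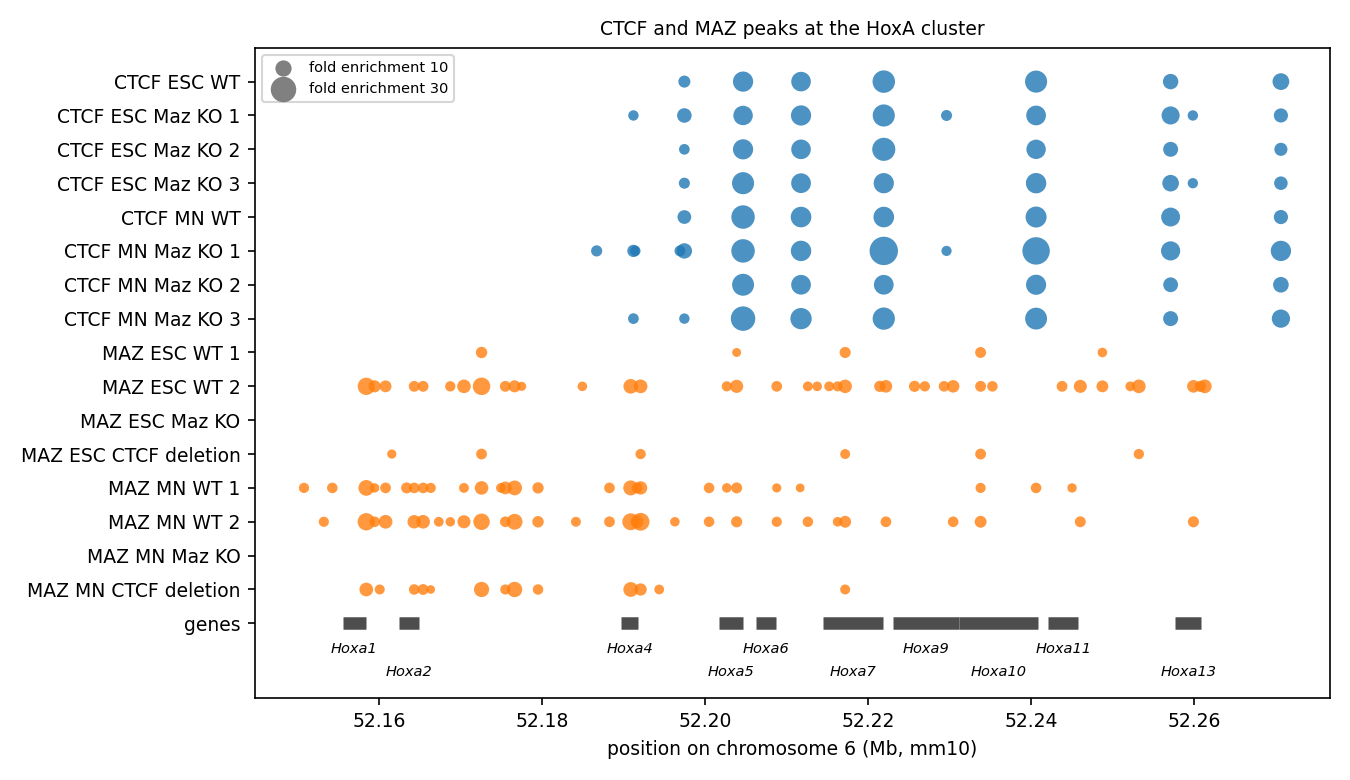
CTCF peaks (blue) and MAZ peaks (orange) along the HoxA cluster on chromosome 6 (Mb, mm10), 1 line per library, with the area of each point growing with the authors' fold enrichment and genes as grey bars. The long Hoxa3 model is left out; 6 CTCF sites appear in all 8 lists and no MAZ site appears in either Maz KO list.

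Outside HoxA, some CTCF sites followed the cell type. In HoxB a site between Hoxb13 and Hoxb9 (chromosome 11, 96223824 to 96224335) had 20.04-fold to 26.1-fold enrichment in the 4 ESC lists, 5.11-fold to 6.15-fold in the 3 MN clones and no peak in WT MNs. A second intergenic site there (96256132 to 96256358) was called in the 4 ESC lists alone, and a site within Hoxb3 (96341161 to 96341470) in the 4 MN lists alone. The WT ESC site called in no clone lay between the same genes (96265767 to 96265913, 4.87-fold). In HoxC a site within Hoxc10 (chromosome 15, 102970820 to 102971105) was called in all 3 ESC clones and MN clone 1, and in neither WT list. MAZ was called in all 4 WT lists at 20 Hox sites and in neither Maz KO list at any site. They included a site at the start of Hoxa5 (52202919 to 52204801), which reaches into the CTCF site between Hoxa5 and Hoxa6, and a site between Hoxb8 and Hoxb7 (chromosome 11, 96284042 to 96288016), which had the highest enrichment of the 20 in both MN lists (23.1-fold and 20.99-fold) but not in the ESC lists (6.91-fold and 10.1-fold). Of 39 Hox genes, 14 had a MAZ promoter peak in both ESC lists and 26 in both MN lists. By summits within 1 kb, Hoxb5 had a promoter peak in both WT MN lists and neither WT ESC list, and Hoxc11 the reverse, but a peak was called at the Hoxb5 site in ESC replicate 2 (8.33-fold) and at the Hoxc11 site in MN replicate 1 (5.93-fold). Clusters were not tested against each other. When lists were cut to equal length, the number of Hox sites went from 256 to 102.

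The CTCF(Δ5|6:6|7) line was used to ask whether MAZ binding depends on the neighbouring CTCF sites. At HoxA, 9 of the 18 MAZ sites found in both WT MN lists were called in the MN list of this line, and 3 of the 5 found in both WT ESC lists were called in its ESC list. The MAZ site at the start of Hoxa5 (52202919 to 52204801) was called in neither list of the line, with 3.10-fold and 8.45-fold enrichment in WT ESCs and 5.45-fold and 5.69-fold in WT MNs. Sites in Hoxa3 (52171927 to 52173177) and at Hoxa7 (52216500 to 52217853) were called in both lists of the line. In the other clusters the line kept 22 of 30 MN sites in HoxB, 11 of 12 in HoxC and 9 of 16 in HoxD. Over the genome the deletion line held 50.5% (interval 49.5 to 51.6) and 17.5% (17.1 to 17.8) of the MAZ peaks of WT ESC replicates 1 and 2, beside 89.2% and 15.7% between those replicates. In MNs it held 66.5% (65.9 to 67.1) and 61.4% (60.8 to 62.0), beside 75.9% and 64.6%. Over the 9 arrangements of the odd library, the mean share held by the line, 49.0%, was not extreme (exact permutation p = 0.667, smallest possible 0.111, a test added after the values were seen). The lists of the line stood apart on chromosome 11, which took 20.5% of its ESC peaks against 9.44% and 9.29% in WT, and 15.96% of its MN peaks against 8.56% and 9.07%. This was the most extreme of the 9 arrangements (exact permutation p = 0.111). Positions 1 to 60000000 of chromosome 11 held 13.9% of its ESC peaks, 6.88-fold the mean WT share, and 10.0% of its MN peaks, 4.68-fold. The end of chromosome 15 (100000001 to 104043685), where HoxC lies, was higher too, by 3.65-fold in ESCs and 2.15-fold in MNs. On chromosome 8 the share of positions 1 to 70000000 was 0.481 times the mean WT share in ESCs and 0.706 times in MNs, and that of positions 80000001 to 129401213 was 1.71 and 1.32 times. Leaving out chromosomes 8, 11 and 15 for these shifts, a choice made after seeing the data, gave mean shares of WT peaks kept of 32.6% in ESCs and 63.8% in MNs, against 34.0% and 64.0% with all chromosomes.

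**Figure D4:**
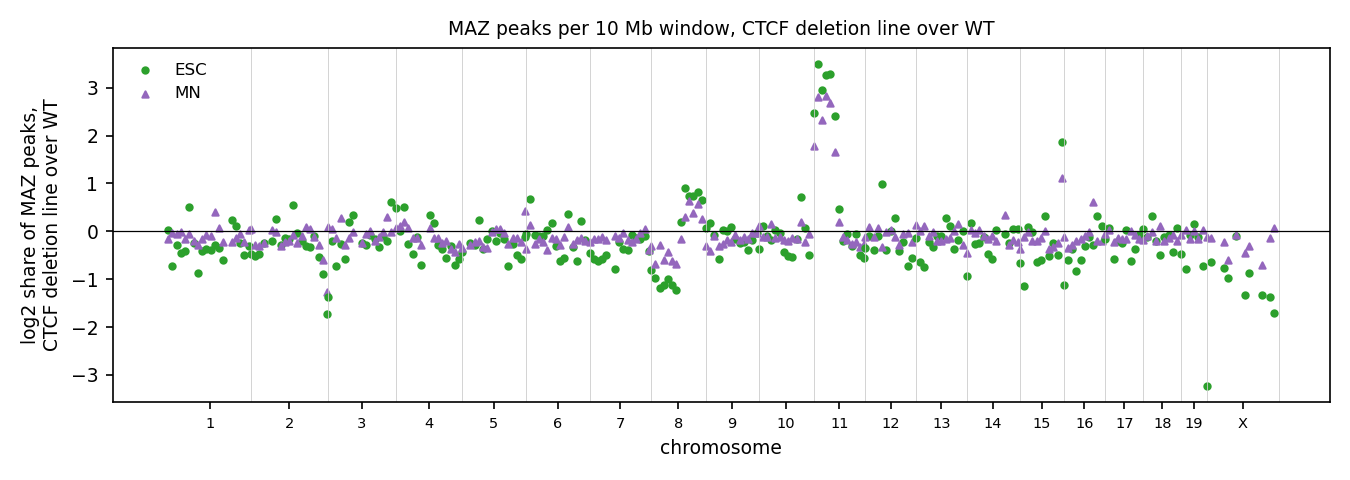
Log2 ratio of the share of MAZ peaks in each 10 Mb window, CTCF deletion line over the mean of both WT lists, along the chromosomes in order, for ESCs (green circles) and MNs (purple triangles). The first 6 windows of chromosome 11 and the last window of chromosome 15 lie at least 1.5-fold above both WT lists in both cell types.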

Values the study reported

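The study reports that ~20% of MAZ binding sites lie together with CTCF in ESCs and in MNs, and that MAZ binds mostly to promoters. The motifs of MAZ and CTCF are reported to lie ~70–140 bp apart within 500 bp windows at CTCF sites. Loss of MAZ is reported to lower CTCF binding slightly at the HoxA boundary and over the genome, and the CTCF(Δ5|6:6|7) deletion is reported to leave neighbouring MAZ binding at HoxA unaffected. The study normalized its read densities to the spike-in. The peak calls compared here cannot test a slight decrease at sites that are still called.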

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

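The tests of this part were fixed before the data were examined, apart from promoter location in the strata, the pairs kept for the CTCF peak number in Maz KO minus WT, and leaving out chromosomes 8, 11 and 15, chosen after the result was seen. The last left the shares of WT MAZ peaks kept in the deletion line at 32.6% and 63.8%. Of 172 recomputed values, 107 counted as unchanged, 8 passed a test they had missed, 9 changed sign and 48 counted as moved. Values with a spread or a test counted as unchanged when they kept their direction and side of the threshold or moved by less than their spread. A mean over 2 replicates or 3 clones alone shifts by less than its SD when 1 is left out. Such values could not count as moved. Moves of 50 to 500 kb in place of rotations altered only the chance overlap, not the MAZ share with CTCF. The 107 therefore overstate how far the results were put to a test. Counts of sites have no spread, and some that counted as unchanged still shifted. WT CTCF sites in no ESC clone went from 2853 to 4101 without clone 1, and Hox sites from 256 to 190 with −log10 q of at least 5. Except where a setting's own construction shows it, the cause was not tested. Requiring 50% of each peak to overlap, or summits within 100 bp, gave fewer shared peaks by construction. MAZ peaks shared with CTCF were then 4.98% and 6.56% in ESCs and 7.83% and 10.3% in MNs, MAZ peaks of ESCs kept in MNs 20.6% and 32.8%, those of MNs found in ESCs 22.1% and 23.7%, WT MAZ peaks kept in the MN deletion line 45.1% and 43.8%, and ESC CTCF peaks kept in MNs 53.3% and 57.4%. WT MN CTCF sites found in no clone numbered 1303 with 50% overlap. For the MAZ share with CTCF and the CTCF promoter share, lists were cut to equal lengths of 8008 peaks in ESCs and 24402 in MNs. The MAZ share was then 6.76% in ESCs and 16.8% in MNs, and the promoter share 12.6% and 13.2%. These ESC and MN values are therefore not at 1 common length. Other lists of equal length gave 54.7% for MAZ peaks of MNs found in ESCs and 73.9% for ESC CTCF peaks kept in MNs. They gave 1742 and 1406 WT CTCF sites in no clone of ESCs and MNs, and 102 Hox sites. With −log10 q of at least 5, the MAZ share with CTCF in MNs was 20.6%, MAZ peaks kept in the MN deletion line 72.0%, MN promoter shares 66.9% for MAZ and 13.5% for CTCF, the MAZ motif share in MNs 34.6%, CTCF motif shares 66.9% in ESCs and 65.7% in MNs, the CTCF peak number in Maz KO minus WT −446, and 1 gene list in place of 0 passed. Promoter windows of 500 bp and 2 kb gave 50.05% and 63.7% for MAZ in MNs, and 5.51% and 11.6% in ESCs and 10.5% and 18.1% in MNs for CTCF. Motif windows of 50 and 250 bp gave 21.3% and 53.4% for MAZ in ESCs, 20.1% and 49.4% in MNs, 60.5% and 67.2% for CTCF in ESCs, and 60.3% and 65.2% in MNs. The difference in CTCF loss at MAZ-bound peaks changed sign with the setting in both cell types. In ESCs, from 0.554 (permutation p = 0.0530), it went to 0.891 with 50% overlap, 2.21 with summits within 100 bp, 1.404 with −log10 q of at least 5 and 0.576 with 20 strata, all past the threshold of the permutation test. It was 0.592 without MAZ WT replicate 1, a value counted among the 8. By the SE over chromosomes, 0.891 (SE 0.625), 0.576 (SE 0.331) and 0.592 (SE 0.343) were each less than 2 SE. The ESC difference went to −1.98 with equal lengths, −0.261 over 1 kb from a start site, and −1.10, 2.07 and 1.26 against clones 1, 2 and 3 alone. With equal lengths a peak counts as lost when the shortened clone lists lack it, so those values are not the same quantity. In MNs, from 1.11, it was −0.0738 with promoter location in the strata (0.465 in ESCs), −0.117 with 50% overlap and −0.670 within 1 kb of a start site, but 1.548 with summits within 100 bp, 2.599 with equal lengths and 5.02 without clone 1. Leaving out each library in turn gave −0.00109 (without clone 3) to 1.52 (without clone 1) for the ESC loss difference, 3260 to 4688 and 861 to 3052 for WT CTCF sites in no clone of ESCs and MNs, −2154 to 2708 for the CTCF peak number in Maz KO minus WT, and 21.7% to 72.4% for MAZ peaks of MNs found in ESCs. Taking the clones as pairs (replicate block) left the CTCF peak number in MNs minus ESCs at −10891 (exact p = 0.25, the smallest 8 sign flips allow) and the difference in kept WT peaks at 3.13 points (exact p = 0.75), gave the CTCF peak number in Maz KO minus WT an exact p of 0.75, and changed no call. With 1 WT CTCF library per cell type and lists whose lengths differ between replicates by up to 39624 against 8008 peaks, every overlap is limited by what each list holds, and how far depth sets that was not measured.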

Other observations

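Among the tests in this part, those of library differences and absence of MAZ, of promoter location as an explanation (the split at 1 kb itself was fixed before the data were examined), of a gain of a chromosome segment, of the motif in ESCs and MNs apart, of cell type, and of the promoter share at 8008 and 24402 peaks were chosen only after the result was seen, as were the values of this paragraph. CTCF peaks that MAZ bound in both WT lists differed from the other CTCF peaks in both cell types. Of 1040 such peaks in ESCs and 3855 in MNs, 65.7% lay at promoters, against 3.69% of ESC and 4.12% of MN CTCF peaks without MAZ. They carried the CTCF consensus less often, at 41.6% and 35.7% against 67.9% and 69.5%. Where the consensus was present, GGGAGGG lay within 250 bp of it at 52.9% of the ESC and 43.7% of the MN peaks with MAZ, and at 12.8% and 13.8% of those without. The median distance between the motifs was 85 bp and 88 bp with MAZ, and 135 bp and 130 bp without. The search ended at 250 bp, and no random or promoter-matched positions were compared. The motif shares and distances therefore cannot show a preferred spacing. MAZ motifs were upstream of the CTCF consensus at 48.5% of the ESC sites (exact binomial p = 0.692, two-sided) and 45.8% of the MN sites (exact binomial p = 0.0413, not adjusted for 4 comparisons).

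In the deletion line no MAZ peak was called at the start of Hoxa5 (52202919 to 52204801), where all 4 WT lists held one. Its enrichment in WT cells was 3.10-fold to 8.45-fold, and 9 of the 18 HoxA sites found in both WT MN lists were called in the line, so a missing call there does not measure a change in binding. The share of MAZ peaks with CTCF was 14.8% and 11.97% in the ESC replicates and 20.3% and 19.6% in the MN replicates. The ESC shares are lower than the share the study gives from a representative replicate, and the MN shares are close to it.

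MAZ-bound CTCF sites were missing from Maz KO MN clones 1.11 points (SE 0.241) more often than others of like strength. Promoter location remains a candidate explanation over all sites, where the difference was −0.0738 points (SE 0.373) with promoter location in the strata. Within 1 kb of a start site lay 3217 of 6193 MAZ-bound peaks, against 977 of 23733 others. The value of −0.0738 averages −0.670 points (SE 0.652) within 1 kb of a start site and 0.571 (SE 0.282) over 1 kb from it. The value of −0.670 is close to 1 SE in size, so it does not show an effect of opposite sign. Promoter location is argued against, by just over 2 SE, for the sites over 1 kb from a start site. A difference between libraries that does not depend on genotype remains a candidate explanation, since clone 1 to clone 2 gave 4.499 points (SE 0.321), beside a mean of 4.34 (SE 0.215) from WT to the clones. That is the highest of 6 comparisons between clones (mean 1.16, lowest −1.13), while the 3 from a clone to WT were −3.44, −4.21 and −4.31. Absence of MAZ cannot be told apart from a difference between libraries with 1 WT library per cell type, since with WT as the odd library the MN difference exceeded that of the highest clone by 0.327 points (SE 0.408), and in ESCs the same comparison gave −2.33 (SE 0.519).

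Chromosome 11 took a larger share of MAZ peaks in the CTCF deletion line than in the WT lists, in ESCs and MNs alike. A gain of the whole chromosome is argued against, since 0.538 of its 10 Mb windows were above both WT lists, and so is list length, since 0.920 of the log2 excess in ESCs was kept with equal lengths. The same first 7 windows of the chromosome were above both WT lists in ESCs and MNs, so that extra copies of a segment in this line may be the source. Of the line's peaks in positions 1 to 60000000, 66.5% in ESCs and 76.3% in MNs were in no WT list, against 16.7% and 16.4% on other chromosomes, and these carried GGGAGGG at 10.4% and 9.43%, no more than flanking windows of all peaks of the line (11.3% and 10.6%). Such peaks of other chromosomes carried it at 12.2% and 15.0%, and peaks of the segment shared with WT at 32.9% and 29.4%. The ratio of new peaks in the segment to those of other chromosomes was 0.854 in ESCs (95% interval 0.677 to 1.08). It cannot decide on stronger MAZ binding there, since the 12.2% is itself close to flanking windows. In MNs the ratio was 0.628 (0.532 to 0.741), which argues against stronger MAZ binding.

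CTCF lay at promoters more often in MNs than in ESCs, at 11.9% to 14.1% of peaks in the 4 MN lists and 7.67% to 8.34% in the 4 ESC lists. List length is argued against, since the WT ESC list shortened to the MN length gave 7.91%, and at 8008 peaks each the share was 12.1% to 12.8% in the ESC lists and 14.8% to 16.7% in the MN lists, a smaller gap than at 24402 peaks (7.98% to 8.54% and 11.7% to 13.2%). MN promoter peaks without an ESC peak carried the CTCF consensus at 13.8% (95% Wilson interval 11.98 to 15.82, n = 1240) against 40.2% of those with one, and 68.1% against 57.1% had MAZ in both lists. Part of the excess may therefore be promoter signal without sequence-specific CTCF binding. Away from promoters the consensus was also rarer without an ESC peak, at 42.3% against 71.5%, so that a lower share is not particular to promoters. The lowest MN share exceeded the highest ESC share by 3.58 points. Over the clones the share was 12.8% ± 1.14 in MNs and 7.92% ± 0.362 in ESCs (SD, n = 3), a difference of 4.85 points. The exact permutation test gave p = 0.1, the smallest it can give, so that this test cannot reach 0.05. In clones 1, 2 and 3 the share was 14.1%, 11.9% and 12.3% in MNs, and 8.34%, 7.67% and 7.76% in ESCs. A test with the clones as pairs was not run for this share. The fixation of ESCs and of MNs followed separately cited protocols, so cell type and preparation cannot be told apart.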
